# Changes in the Expression of miR-381 and miR-495 Are Inversely Associated with the Expression of the MDR1 Gene and Development of Multi-Drug Resistance

**DOI:** 10.1371/journal.pone.0082062

**Published:** 2013-11-26

**Authors:** Yan Xu, Stephen J. Ohms, Zhen Li, Qiao Wang, Guangming Gong, Yiqiao Hu, Zhiyong Mao, M. Frances Shannon, Jun Y. Fan

## Abstract

Multidrug resistance (MDR) frequently develops in cancer patients exposed to chemotherapeutic agents and is usually brought about by over-expression of P-glycoprotein (P-gp) which acts as a drug efflux pump to reduce the intracellular concentration of the drug(s). Thus, inhibiting P-gp expression might assist in overcoming MDR in cancer chemotherapy. MiRNAome profiling using next-generation sequencing identified differentially expressed microRNAs (miRs) between parental K562 cells and MDR K562 cells (K562/ADM) induced by adriamycin treatment. Two miRs, miR-381 and miR-495, that were strongly down-regulated in K562/ADM cells, are validated to target the 3’-UTR of the *MDR1* gene. These miRs are located within a miR cluster located at chromosome region 14q32.31, and all miRs in this cluster appear to be down-regulated in K562/ADM cells. Functional analysis indicated that restoring expression of miR-381 or miR-495 in K562/ADM cells was correlated with reduced expression of the MDR1 gene and its protein product, P-gp, and increased drug uptake by the cells. Thus, we have demonstrated that changing the levels of certain miR species modulates the MDR phenotype in leukemia cells, and propose further exploration of the use of miR-based therapies to overcome MDR.

## Introduction

Multidrug resistance (MDR) is one of the main obstacles to the successful treatment of cancer patients with chemotherapeutic agents. As a prevalent clinical phenotype, cancer cells from patients who have been exposed to one chemotherapeutic agent, become resistant to that agent and consequently develop cross-resistance to a wide range of other chemotherapeutic agents [1]. Efflux of hydrophobic drugs out of cells is the most commonly encountered mechanism of MDR. ATP-binding cassette (ABC) transporters, a superfamily of transmembrane proteins, play pivotal roles in this process [2]. Among them, P-glycoprotein (P-gp), encoded by the *MDR1* gene (also known as the *ABCB1* gene), is the most well studied [3,4].

*MDR1*/P-gp is expressed naturally in important physiological barriers such as the gastrointestinal tract, liver and kidney, where it acts as a barrier for protection against endogenous and exogenous toxins [5]. In addition to its physiologic expression in normal tissues, it is also expressed and, mostly, over-expressed, in certain human tumors [6]. Tumors derived from tissues expressing P-gp are normally resistant to chemotherapy. In contrast, some other tumors, such as breast tumors and leukemia, with low or no expression of P-gp, develop MDR only after treatment with anti-cancer drugs when the over-expression of P-gp is induced [7].

Therapeutic use of P-gp inhibitors to overcome MDR was first proposed in 1981 when Tsuruo et al. found that verapamil could reverse MDR in Vincristine-resistant leukemia cells P388/VCR [8]. To date, three generations of P-gp inhibitors have been developed, mostly competitive or non-competitive inhibitors targeting P-gp with increasing potency and decreasing toxicity [9]. However, none of them have been clinically successful because of their unwanted pharmacokinetic interactions with chemotherapeutic agents or because of a lack of specificity [10]. Clearly, modulation of P-gp expression could also potentially reverse the phenotype of MDR and it has been previously shown that P-gp activity against certain substrates can be significantly modulated by specific mutations. A synonymous SNP in the *MDR1* gene, C3435T, which does not cause an amino acid substitution, was reported to be associated with low intestinal P-gp expression, low P-gp activity, and high digoxin absorption in individuals carrying this allele [11]. In addition, a T3587G germ-line mutation of *MDR1* expresses a non-functional P-gp [12]. However, little is known about the mechanisms regulating expression of the *MDR1* gene. A study, using the human leukemia K562 cell line and its multidrug-resistant derivative, K562/ADM, revealed that DNA demethylation at the repressor binding site (the -110 GC-box) of the *MDR1* gene in K562/ADM cells is associated with up-regulation of P-gp expression [13]. Recent studies suggest that *MDR1* is also regulated by different miRs in different tumour types. For example, miR-27a and miR-451 are activators of *MDR1*/P-gp expression in the development of MDR in human ovarian and cervical cancer cells [14] while miR-451 negatively regulates the expression of the *MDR1* gene in the multidrug-resistant breast cancer cell line, MCF7/DOX [15]. The growing evidence of regulation of P-gp expression by miRs led us to investigate the possibility of using a miR-based approach to silence P-gp over-expression in human multidrug-resistant leukemia cells.

Several technologies, such as microarrays and PCR-based arrays, have been developed for genome-wide miR expression profiling [16]. However, massively parallel sequencing, which not only provides accurate measurements of miR profiles but also enables the identification of novel miRs and other small RNAs, has not been widely utilized in miR screening. Taking advantage of this technology, we investigated the differentially-expressed miRs in the K562 human leukemia cell line, (derived from a chronic myelogenous leukemia patient) and multidrug-resistant K562/ADM cells, and identified and validated key miR candidates whose expression is inversely related to that of P-gp. We also present evidence that modulation of miR expression reduces the effects of the MDR phenotype with drug uptake being increased in MDR leukemia cells treated with adriamycin or vinblastine.

## Materials and Methods

### Cell culture and generation of MDR cell lines

Human chronic myelogenous leukemia K562 cells bought from ECACC (Sigma) were cultured in complete RPMI 1640 medium with 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin at 37°C in a humidified atmosphere containing 5% CO_2_.

A stable adriamycin (ADM, Sigma)-resistant cell line variant (K562/ADM) was established from K562 by continuous exposure of the cells to increasing concentrations of ADM up to 1000 ng/mL. Subsequently, K562/ADM cells were cultured in the presence of 1000 ng/mL of ADM to maintain the drug-resistant phenotype. Similarly, another multidrug-resistant cell line, K562/VBL, was established from K562 by continuous exposure of the cells to an increasing concentration of vinblastin (VBL, Sigma) up to 500 ng/mL.

HCA2-hTERT cells were cultured in MEM media with 15% fetal bovine serum, 100 units/mL penicillin and 100μg/mL streptomycin at 37°C.

### cDNA synthesis and real time-PCR

Total RNA was prepared from cells using TriReagent (Sigma-Aldrich) according to the manufacturer’s instructions. RNA (1µg) was treated with DNase I (1U) in Tris buffer (pH 7.6) containing 5 mM MgCl_2_ at 37°C for 30 min, and reverse-transcribed using first-strand cDNA Synthesis (Marligen, USA) as detailed in the manufacturer’s instructions. Real-time PCR reactions were performed with 50 ng of cDNA and Power SYBR® Green PCR Master Mix (ABI) in a total volume of 20 µL on an ABI 7500 sequence detector (Applied Biosystems). Details of the primers used for the measurement of gene expression are listed in Table S1. The Ct values for the genes of interest were normalized to that of Glyceraldehyde 3-phosphate dehydrogenase (GAPDH) whose expression did not change in response to the drug treatment.

### Surface staining and FACS analysis

To analyze the expression of P-gp, K562, K562/ADM and K562/VBL cells (approximately 1×10^6^ cells) were stained with 20 µL monoclonal anti-human P-gp 17F9 antibody labeled with PE (BD Biosciences) for 30 min at 4°C in the dark. The binding affinity of the P-gp antibody was measured by a FACSCalibur flow cytometer (Becton Dickinson, USA). The data were analyzed using FlowJo software.

### MTT assay

Increasing concentrations of VBL dissolved in 50 μL RPMI-1640 were added to cell suspensions (1×10^5^/mL, 200 μL) in 96-well culture plates and incubated for 48 h. RPMI-1640 (50 μL) without VBL was added to the cells as a negative control and RPMI-1640 (250 μL) without cells was used as a blank control. MTT (20 μL of 5 mg/mL) was added and incubated for an additional 4 h.

### FACS analysis of Rhodamine 123 accumulation

Rhodamine 123 (Rh123, Sigma) is a fluorescent substrate of P-gp that has been extensively used as an index of P-gp-mediated transport in MDR cells[17]. Both K562 and K562/ADM cells were collected and incubated with 5 µM Rh123 at 37°C for 30 min. Cells were washed 3 times and resuspended in chilled PBS prior to measurement of intracellular Rh123 content with a FACSCalibur flow cytometer.

### Next-generation sequencing and bioinformatic analysis of the miRNAome

Total RNA was isolated from K562 and K562/ADM cells and enriched using PEG to precipitate HMW RNAs[18]. Small RNA libraries for sequencing were prepared based on Illumina’s alternative v1.5 protocol and a published method [18], and sequenced on an Illumina Genome Analyzer IIx at the ACRF Biomolecular Resource Facility of the Australian National University.

Mapping of Illumina short-read data was carried out with the miRanalyzer web server [19]. For both the K562 and K562/ADM small RNA-Seq datasets, files containing the 36-mer reads in fastq format were first processed using a Perl script (groupGAreads.pl) downloaded from the miRanalyzer website. This script condenses each fastq file into a smaller file containing each unique read and the number of times it occurs and greatly reduces the size of the files to be uploaded. Singleton reads were omitted from further analysis. The condensed read files were uploaded to the miRanalyzer web server where the Illumina adapter sequence was identified and removed from each read before mapping with the Bowtie alignment program against the “miRBase 16” database and other libraries of transcribed sequences. Default parameters for miRanalyzer were used throughout. Following mapping, normalization of the reads and analysis of differential expression was carried out with the R/Bioconductor DESeq package built-in to miRanalyzer[20].

### Validation of miRs

Expression profiling of mature miRs was determined using stem-loop real-time PCR with minor modifications [21,22]. Specific stem-loop real-time primers uniquely recognizing each miR were designed according to Chen et al. [22] (Table S2). Following initial denaturing, annealing and reverse transcription using Superscript III reverse transcriptase (Invitrogen), products underwent real-time PCR using Power SYBR® Green PCR Master Mix. Their Ct values were normalized to that of miR-425 whose expression did not change in response to the drug treatment.

### EGFP Reporter Assay for targeting the 3'-UTR of MDR1

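MDR1, now named ABCB1, encodes P-gp, a pump that moves drugs out of the cell. On GRCh37 its 3'-UTR in transcript ABCB1-211 lies on the minus strand of chromosome 7 from 87132333 to 87133558 and is 1226 nt long. The first 611 nt, as many as in the fragment used in the reporter, lie from 87132948 to 87133558. Within them, a match to positions 2 to 7 of miR-381, counted from its 5' end, was found 1 time, at nucleotide 523 of the UTR (87133031 to 87133036), in the context GTTTAAATAATTCCTGTTGTATAT. For miR-495 there were 2 such matches, at nucleotide 37 (87133517 to 87133522), in the context TAAATACTTTTTAATATTTGTTTA, and at nucleotide 261 (87133293 to 87133298), in the context AGATAAAATGTGTAATTTTGTTTA. At none of these sites did the base at position 8 pair. An A opposite position 1 was present at the miR-381 site and absent at both miR-495 sites. The number of such short matches expected by chance was not computed, so they do not show targeting.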

 The 3’-untranslated region (UTR) segment of the MDR1 gene corresponding to a region of 611 bp (nucleotide positions 4,262-4,872 of the total transcript) (accession no. NM_000927.3) was amplified by PCR from human cDNA using primers with Not I tails on both forward and reverse strands. PCR products were digested with Not I restriction endonuclease and then ligated into a pEGFP-N1 vector (Clontech) at the Not I site located upstream of the polyadenylation signals of enhanced green fluorescent protein (EGFP). The EGFP-MDR1 3’-UTR reporter vector construct (25 ng) was co-transfected with 100 nM of the miR-381 or miR-495 mimics or negative control miRs into HCA2-hTERT cells using a Nucleofector 4D (Lonza). pDsRed2-N1 vector (5 ng) was co-transfected as an internal control. Two days after transfection, cells were collected and analysed on a FACSCalibur flow cytometer [23].

### MiR Transfection

Custom designed miR mimics for miR-381, miR-495 and a negative control with a scrambled sequence were synthesized by Sigma (Table S3). Cell transfections were performed with Nucleofector kits on a Nucleofector I or Nucleofector 4D. Transfections were optimized according to the manufacturer’s protocol. Briefly, 1×10^6^ cells were resuspended in Nucleofector solution containing 100 nM of miR-381, miR-495, mimics or scrambled sequences as a negative control miR. The cell mixtures were transfected in Nucleovettes in the Nucleofector machine with the appropriate program. Similarly, miRCURY LNA^TM^ miR inhibitors (EXIQON) (Table S4) for miR-381, miR-495 and the scrambled sequence negative control were delivered into K562/ADM cells that had been pre-transfected with mimics. 

### Microscopy images of intracellular Rh123

MiR-transfected cells were incubated with 5 µM Rh123 at 37°C for 30 min [24]. Cells were washed 3 times with ice cold PBS before microscopic images were collected with an Olympus IX71 inverted microscope (Melville, NY) with DP Controller and DP Manager Software.

### Statistical analysis

The results are expressed as mean ± standard deviation (SD) of at least three independent experiments. The statistical significance was calculated with a student’s t-test and differences were considered statistically significant at P < 0.05.

## Results

### Generation of multidrug-resistant leukemia cell line

To analyze the changes in miR profiles during the development of MDR in leukemia cells, we first generated a MDR cell line from drug-sensitive K562 cells. K562 cells were treated with ADM for a prolonged period of time (approximately 5 months), leading to morphological changes and the development of a stable cell line referred to as K562/ADM (Figure S1A). To confirm that K562/ADM had acquired the MDR phenotype, we first examined the expression of P-gp at both the mRNA and protein levels. An approximate 5000-fold increase in *MDR1* mRNA expression was stably achieved in K562/ADM cells compared to the parental K562 cells after prolonged induction with ADM (Figure 1A). The levels of P-gp in both K562 and K562/ADM cells were determined by cell surface staining with an anti-P-gp antibody followed by FACS analysis (Figure 1B). In contrast to the parental K562 cells with low P-gp expression, a single population of K562/ADM cells with elevated P-gp expression was produced. The substrate efflux function of P-gp was verified by measuring the cell survival rate during exposure to the anticancer drug VBL in MTT assays, and by measuring the accumulation of Rh123 in cells by FACS analysis (Figure 1C and 1D). Both VBL and Rh123 are substrates of P-gp. MTT assays revealed that a higher concentration of VBL was needed to inhibit cell growth in K562/ADM cells than in K562 cells and Rh123 accumulation assays indicated that far less substrate accumulated in K562/ADM cells probably due to P-gp over-expression in this cell line compared to the parental cells, suggesting that K562/ADM is an MDR cell line.

**Figure 1:**
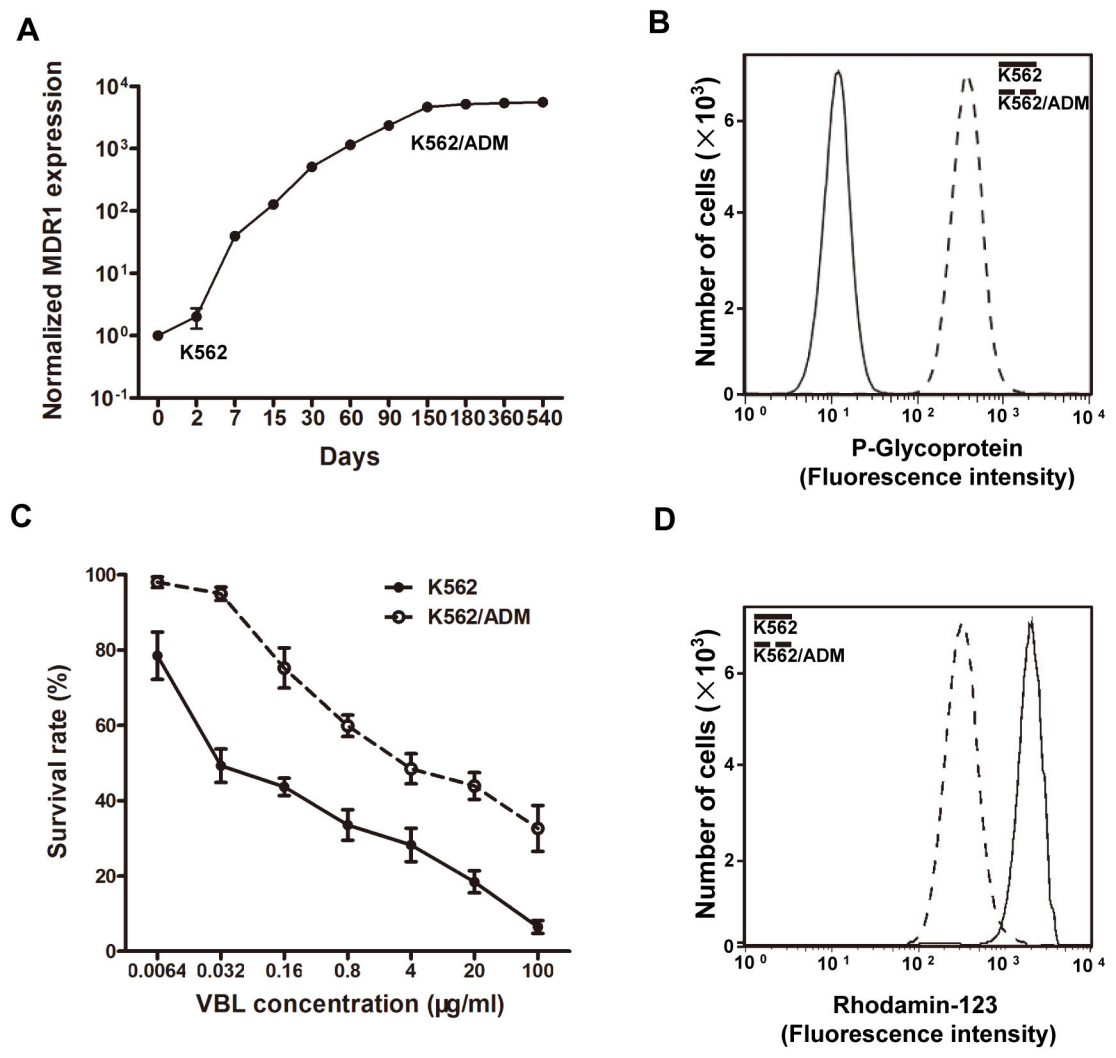
Generation of K562/ADM cells. (A) K562/ADM cells were established after exposure of K562 cells to ADM. MDR1 expression in parental and drug-treated K562 cells was normalized to the GAPDH housekeeping gene. (B) FACS analysis of K562 and K562/ADM cells stained with P-gp antibody. (C) MTT assay shows survival rate of K562 and K562/ADM cells under VBL treatment. The ratio of OD_490_ of VBL-treated cells *versus* control cells was used as the measure of survival rate. At least three independent experiments were performed and error bars represent standard deviation (S.D.). (D) FACS analysis of Rh123 accumulation in K562 and K562/ADM cells.

Another MDR cell line (K562/VBL) induced by VBL exposure developed a phenotype similar to K562/ADM with elevated expression of *MDR1*/P-gp (Figure S1). 

### Genome-wide miR expression profiling in K562 and K562/ADM cells

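Small RNA was sequenced from K562, a human chronic myelogenous leukemia cell line, and from K562/ADM, its derivative kept in 1000 ng/mL of adriamycin, an anthracycline drug, with 1 library for each. The deposited table lists 934 names of mature miRs. The authors grouped the reads into unique sequences and left out those seen once. They mapped the rest to miRBase with Bowtie in miRanalyzer and divided the counts of each library by a size factor from DESeq. Every deposited value was a whole multiple of the smallest value above 0 in its column, within a tolerance of 0.001, so that whole reads could be recovered. These came to 7677738 reads in K562 and 6895193 reads in K562/ADM. MiR-378 alone held 50.6% of the reads in K562 and 53.1% in K562/ADM, and the 10 most abundant miRs held 79.7% and 83.7%. Ratios between the libraries were formed after scaling by the median of ratios. Each ratio is given with an exact 95% interval from the read counts (Clopper-Pearson). These intervals cover counting error only. They do not model the omission of sequences seen once, although names with 1 read remain. Its effect on names with 0 or few reads was not tested. A miR was called higher or lower when its ratio was at least 2-fold and its interval excluded 1. With 1 library per cell line there is no replicate check, and the comparison is between these libraries rather than between the conditions.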

Small RNA libraries were prepared from the K562 and K562/ADM cells as described in Materials and Methods and sequenced on an Illumina Genome Analyzer IIx. Mapping of the Illumina reads was carried out on the miRanalyzer web server [19]. For both the K562 and K562/ADM samples, about 30 million raw reads were obtained, from which 905,747 and 644,790 non-singleton unique reads respectively, were extracted along with their copy numbers. A brief summary of the reads mapping to known mature miR sequences and other transcribed libraries is presented in Table 1. 

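Counting the names without an asterisk that had at least 1 read, 564 mature miRs were detected in K562 and 587 in K562/ADM. A further 264 and 228 names with an asterisk had reads. Of these, 115 and 112 are spelled miR or let-7, where the asterisk marks the passenger strand of a hairpin. The other 149 and 116 are spelled mir, and 24 of the names so spelled stand beside a miR name with an asterisk of the same number, so that they cannot all be passenger strands. What the asterisk marks in them is not given in the sources used here. The most abundant miRs were shared by both libraries. MiR-378 had 3886447 reads in K562 and 3658631 in K562/ADM. MiR-146b-5p had 589328 and 788363 reads, miR-142-3p, a miR of blood cells, 351692 and 507475, and miR-21 319157 and 213243. MiR-381 was among the 10 most abundant miRs of K562, and miR-1246 was among those of K562/ADM with 126423 reads against 25704. With at least 10 reads required, 388 miRs were detected in K562 and 372 in K562/ADM.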

After mapping and aligning these candidates to the 1032 recorded sequences of mature miRs in “miRBase 16”, 564 and 587 mature miRs were found to be expressed in K562 and K562/ADM cells, respectively.

**Table 1:** Mapping results for small RNA-Seq data.

**Mapping results**	**Samples**	
	**K562**	**K562/ADM**
Total number of reads	27,387,744	31,350,659
Total number of unique reads excluding singleton reads	905,747	644,790
Unique reads mapped to other transcribed libraries (RefSeq_genes and Rfam)	74,495	72,903
Unique reads of mature miRs	32,822	33,120
Number of known mature miRs recorded in miRBase16	1,032	1,032
Number of different types of mature miRs detected in sample	564	587

The raw counts of reads mapping to known miRs were then input to the DESeq package as implemented in miRanalyzer for normalization of the two libraries and calculation of fold changes of miRs between the two samples. This revealed numerous large differences in the miR profiles of the two cell types. 

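Of the 934 names, 146 were lower and 104 were higher in K562/ADM, and 684 were not called. The list used for the 14q32.31 cluster held 60 of the 146 lower names, or 61 with miR-323b-3p, which it leaves out, and the neighbouring 14q32.2 group, which includes miR-127 and miR-136, held 18. Outside both groups the differences were smaller among the abundant miRs. MiR-130b had a ratio of K562/ADM to K562 of 0.528 (95% interval 0.523 to 0.532), miR-20a of the miR-17-92 cluster 0.598 (0.593 to 0.602) and miR-30e 0.733 (0.727 to 0.739). MiR-1246 was 6.02-fold higher (5.94 to 6.11). The largest falls outside 14q32 among names with at least 50 reads were in miR-92a-1*, 6.99-fold lower (5.89 to 8.34), mir-1303*, 6.53-fold lower (3.37 to 14.1), and miR-1275, 6.38-fold lower (4.89 to 8.44), apart from miR-323b-3p, whose gene lies in the 14q32.31 cluster and which was 14.2-fold lower (4.58 to 70.9). Under upper-quartile scaling, which raised every log2 ratio by 0.74, 95 names were lower and 223 higher, so that 70.1% of the called names were higher against 41.6%.

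**Figure D1:**
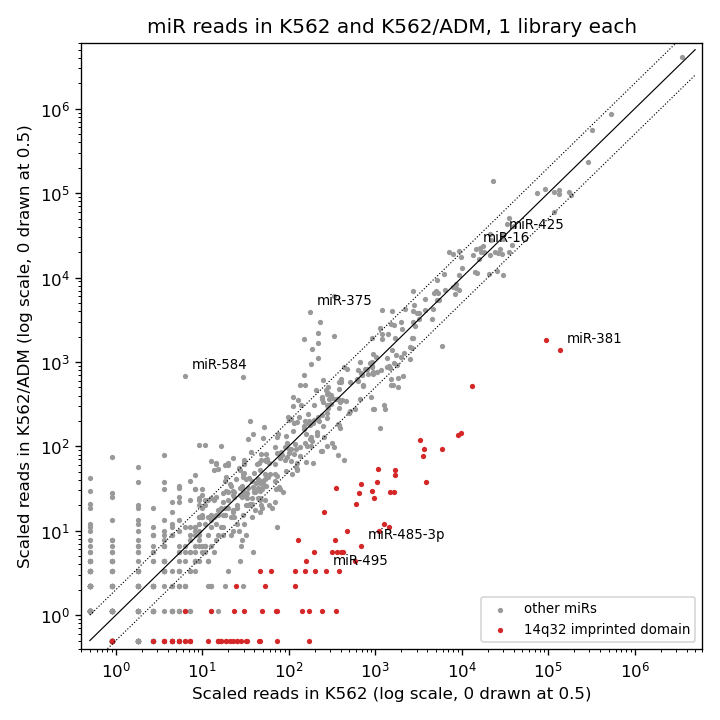
Scaled reads of each miR in K562 (x axis) and K562/ADM (y axis), both on log scales with 0 drawn at 0.5. Each point is 1 name, red for the 14q32 imprinted domain and grey for the others, the solid line marks equal values and the dotted lines 2-fold differences. The red points lie below the lower dotted line, except names with few reads, and miR-425 and miR-16 lie between the dotted lines.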

Of the differentially expressed miRs with raw p-values for differential expression less than 0.01, most were down-regulated in K562/ADM cells. 

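The miRs with the strongest evidence of a difference were lower in K562/ADM and came from 14q32. In the authors' deposited table, 29 names had an unadjusted p-value under 0.01, of which 24 were lower and 5 higher. Of those 24 names of the authors' deposited table, 20 belong to the list of the 14q32.31 cluster used here and 4 to that of the 14q32.2 group. After Benjamini-Hochberg adjustment 2 names stayed under 0.05 in the authors' deposited table, miR-381 with an adjusted p-value of 7.26e-05 and miR-127-3p with 0.0051. MiR-127-3p had 103346 reads in K562 and 1658 in K562/ADM, which is 50.9-fold lower (95% interval 48.5 to 53.5). MiR-134 was 25.7-fold lower (23.4 to 28.3) and miR-411 68.0-fold lower (57.3 to 81.5).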

The differentially expressed miRs with fold changes greater than 2 were selected and mapped to the UCSC human genome assembly (GRCh37/hg19, February 2009) using the BWA short read aligner. Figure 2 represents the fold changes of these selected miRs in MDR cells mapped across all of the human chromosomes. 

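Of the 853 names whose genes lie on a single chromosome, 139 were lower in K562/ADM and 83 of these, 59.7%, came from chromosome 14, which holds 12.8% of the names. Among the 64 that were lower by over 10-fold, with miRs without reads in K562/ADM taken at a floor of 3 reads, 62 came from chromosome 14. The lower names of chromosome 14 were concentrated in its imprinted domain at 14q32, which held 79 of the 83. Of 17 names from the rest of chromosome 14, 4 were lower and 0 were higher, with miR-345 3.09-fold lower (95% interval 2.82 to 3.38), while miR-342-3p had a ratio of 1.44 (1.27 to 1.64). Chromosome 1 had 2 lower and 17 higher names, and chromosome X had 1 lower and 15 higher. A further 55 names have genes on more than 1 chromosome and 26 could not be placed.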

Notably, a large proportion of miRs that were down-regulated in MDR cells mapped to locations on chromosome 14.

**Figure 2:**
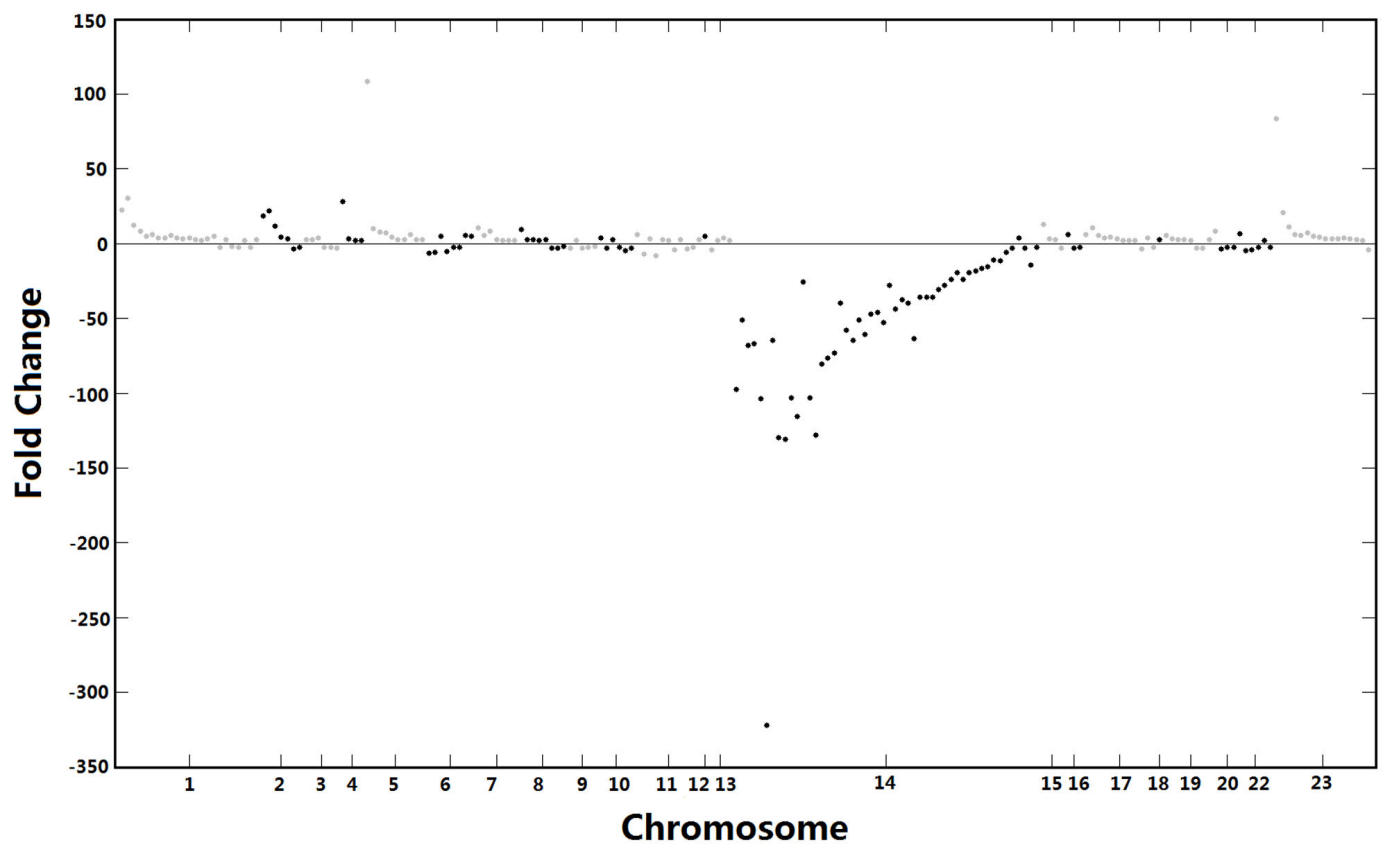
Manhattan plot of the chromosomal distribution of differentially expressed miRs. The x-axis represents the 23 human chromosomes end-to-end; the y axis shows the expression changes of individual miRs in K562/ADM cells based on miR-seq profiling. Only differentially-regulated miRs showing 2-fold or greater changes in their expression are shown. Grey dots represent miRs on chromosomes 1, 3, 5, 7, and 9 etc. while black dots are miRs on even numbered chromosomes. No miR with a 2-fold or greater fold change mapped to chromosome 21.

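The 5 names placed on chromosome 21 were not called in either direction by fold and interval. MiR-99a had 24 reads in K562 and 13 in K562/ADM, a ratio of 0.663 (95% interval 0.310 to 1.36), and let-7c had 12 and 6 reads, a ratio of 0.612 (0.189 to 1.76). MiR-125b-2* had 7 reads and 1 read, a ratio of 0.175 (0.00388 to 1.36), which is past 2-fold with an interval that holds 1. MiR-99a* and mir-3648* each had 1 read in K562 and 0 in K562/ADM, which also counts as past 2-fold by fold alone.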

Figure 2 also presents an overview of the chromosomal distribution of up-regulated miRs with fold change > 2. In addition, up-regulated miRs with fold-changes > 10 are listed in Table S5. Interestingly, there are not many miRs displaying >10-fold increase in expression in K562/ADM cells. This leads us to a further speculation that the dysregulated miRs are those that are down-regulated in MDR cells. 

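The ratio of K562/ADM to K562 was over 10, with an interval that excluded 1, for 29 names, of which 18 had reads in both libraries and 11 had none in K562, so that their ratio has no upper limit. Against a floor of 3 reads in K562, 2 of these 11 were over 10-fold higher, miR-935 at least 15.5-fold and miR-504 at least 11.0-fold, both named after their values were seen, which makes 20 names in all. These bounds leave out the counting error in K562/ADM, and the lower limit of the exact interval was 12.0-fold for miR-935 and 8.37-fold for miR-504, so that 1 of the 11 had its whole interval above 10-fold. MiR-584 rose from 7 to 621 reads, 109-fold higher (95% interval 52.4 to 271). MiR-375, known from pancreatic islets, was 22.0-fold higher (19.0 to 25.5), and miR-3681 18.6-fold higher (16.7 to 20.7). MiR-184 was 13.0-fold higher (11.4 to 14.8) and miR-135b 12.2-fold higher (10.4 to 14.4). By contrast 64 names were over 10-fold lower with the same floor in K562/ADM, likewise with an interval that excluded 1. Without the floor, calls by fold alone gave 124 names over 10-fold higher, requiring at least 50 reads left 11 of the 29 names and upper-quartile scaling gave 50. From the small number of strongly raised miRs, the paper speculates that the dysregulated miRs in the resistant cells are the lowered ones.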

### Identification and validation of candidate miRs

Using the microRNA.org and TargetScan databases, approximately 14 of the down-regulated miRs are predicted to target the 3’-UTR of the *MDR1* gene (Figure 3A and 3B). Three of them, miR-381, miR-485-3p and miR-495, were down-regulated approximately 100-fold in K562/ADM cells compared to K562 cells (Figure 2 and Table 2). However, miR-485-3p is poorly conserved in the sequence region that putatively binds to the MDR1 3'-UTR according to TargetscanHuman 6.2. Thus, the other two miRs, miR-381 and miR-495, were selected as candidates for further study.

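Of the 14 miRs drawn on the MDR1 3'-UTR in Fig. 3A, which shows the predictions of microRNA.org, miR-381 and miR-495 were lower in K562/ADM. MiR-129-5p was 2.57-fold higher (95% interval 1.16 to 6.12), from 10 and 21 reads. For 5 others the ratio was within 2-fold: miR-186 at 1.36 (1.33 to 1.39), miR-200c at 1.33 (0.916 to 1.93), miR-374a at 1.21 (1.14 to 1.29), miR-223 at 0.891 (0.828 to 0.959) and miR-374b at 0.766 (0.741 to 0.792). MiR-200b, miR-429, miR-214 and miR-875-5p had fewer than 10 reads in both libraries together, and 2 of the 14 are not listed under those names.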

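MiR-381 fell from 149839 reads in K562 to 1252 in K562/ADM, 97.7-fold lower (95% interval 92.4 to 103). MiR-485-3p fell from 756 to 6 reads, 103-fold lower (47.1 to 281), and miR-495 from 295 to 3 reads, 80.3-fold lower (27.2 to 392). The abundance of the 3 miRs therefore differed widely in K562, and the fold of miR-381 is known far more closely than those of the other two. Over the 22 miRs of Table 2, the lower bound of the interval lay above 50-fold for 9, and 13 had at most 10 reads in K562/ADM. MiR-494 had the largest ratio, 322-fold lower (57.4 to 12740), from 394 reads and 1 read. Under upper-quartile scaling the fold of miR-381 was 58.4, that of miR-485-3p 61.5 and that of miR-495 48.0, which is under the 50-fold limit of Table 2.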

**Figure 3:**
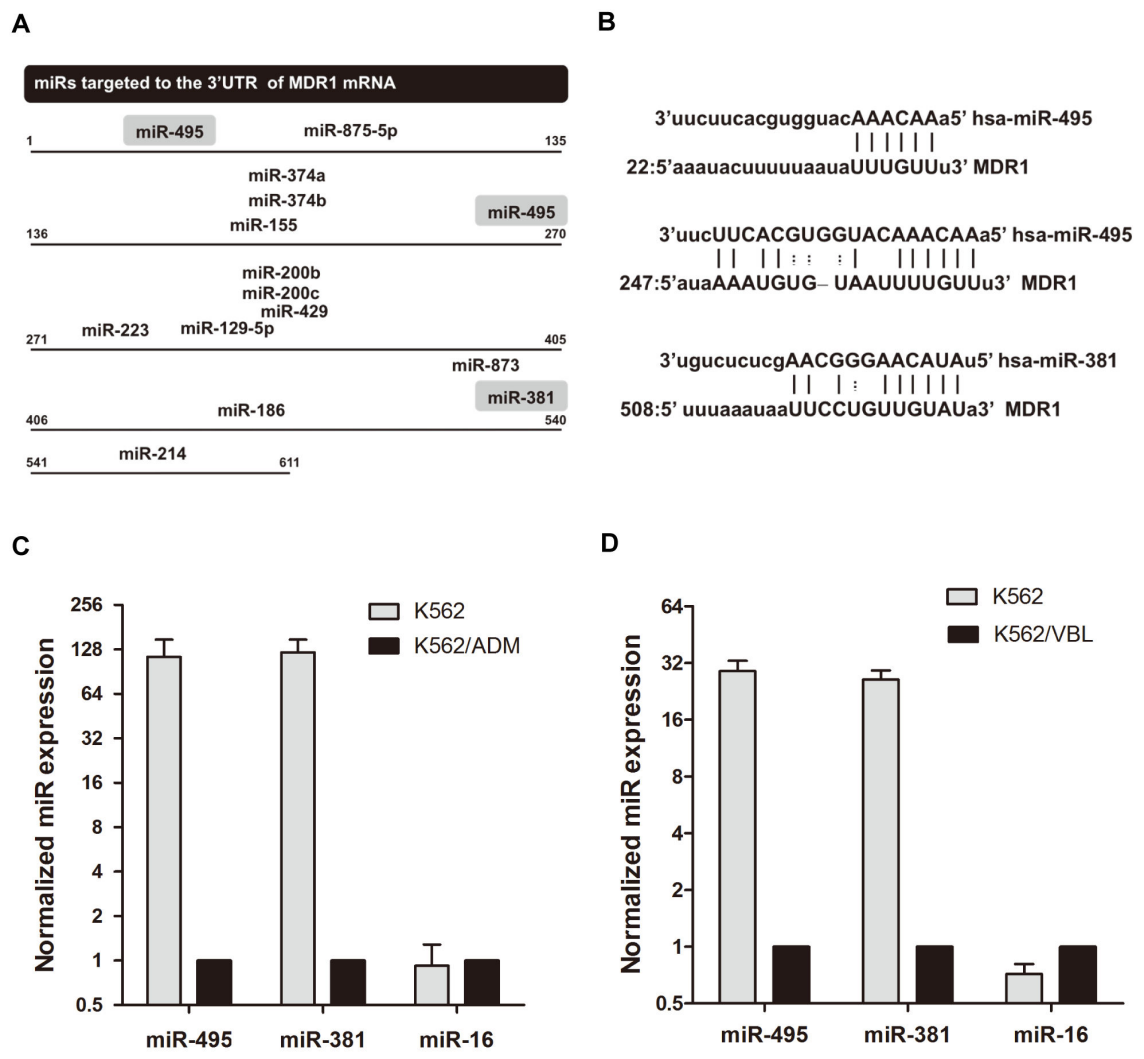
Validation of mature miR expression. (A) Schematic representation of miRs targeted to the 3'-UTR of the MDR1 mRNA predicted by microRNA.org. MiR-381 and miR-495 are highlighted and their predicted seed binding regions are shown in (B). Numbers at both ends of the fragments represent the relative nucleotide locations in this region. (C) Expression of mature miR-381, miR-495 and miR-16 in K562 and K562/ADM cells was validated by stem-loop real-time PCR. The Ct values of these miRs were normalized to that of miR-425 whose expression was unchanged in both cell types. Next, the relative expression of miR-381, miR-495 and miR-16 in K562 cells and in K562/ADM cells was calculated. The results are shown as the mean ± SD of three independent experiments. (D) The Ct values of miR-381, miR-495 and miR-16 in K562 and K562/VBL cells were normalized to miR-425. The relative expression of miR-381, miR-495 and miR-16 in K562 cells and in K562/VBL cells was calculated. The results are shown as the mean ± SD of three independent experiments.

**Table 2:** miRs with >50-fold reduction in expression in K562/ADM cells and their corresponding target genes predicted by microRNA.org or TargetscanHuman 6.2.

**miR-ID**	**Fold change of reduction in expression**	**Predicted Targets**	
		**microRNA.org**	**TargetscanHuman 6.2**
miR-381	98	MDR1,ABCC5	
miR-127-3p	51		
miR-411	68	ABCG2,	
miR-379	67	ABCC1,ABCC2	ABCC2
miR-299-3p	104		
miR-494	322	SRI,GLO-1	GLO-1,ABCC5
miR-376c	65	SRI	ABCC4
miR-376a	130		
miR-369-3p	131		GLO-1,ABCC5
miR-380	103		GLO-1
miR-409-3p	116		
miR-485-3p	103		MDR1
miR-487b	128		
miR-495	80	MDR1,SRI,ABCC4,ABCC5	MDR1
miR-299-5p	76		ABCC1,ABCC4
miR-410	73	ABCC1,ABCC5	ABCG2
miR-376b	58		
miR-377	65		
miR-889	51		ABCC5
miR-485-5p	60		ABCC1
miR-409-5p	53		ABCG2
miR-323-3p	64		ABCG2

All the miRs listed below are located at chromosome region 14q32.31.

The expression of miR-381 and miR-495 was validated by the stem-loop real-time PCR method. 

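MiR-425 had 32165 reads in K562 and 28536 in K562/ADM, a ratio after scaling of 1.09 (95% interval 1.07 to 1.10), which is on the other side of 1 under total-count scaling. MiR-16, a member of the miR-15/16 family, had 16322 and 19707 reads, a ratio of 1.48 (1.45 to 1.51). Neither was called at 2-fold with the main scaling. In the authors' deposited table the unadjusted p-values were 0.838 for miR-425 and 0.570 for miR-16. Under upper-quartile scaling the ratio of K562 to K562/ADM was 0.550 for miR-425 and 0.404 for miR-16, so that miR-16 passed 2-fold there.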

MiR-16 was selected as a negative control and miR-425 as an internal control for Ct value calculations because miR-425 showed very little difference between K562 and K562/ADM cells from the genome-wide expression profiling data. Compared to parental K562 cells, there was an approximately 100-fold decrease in expression, by stem-loop real-time PCR, of miR-381 and miR-495 in K562/ADM cells (Figure 3C), supporting the results from the genome-wide study (Figure 2 and Table 2).

Similar down-regulation of miR-381 and miR-495 was also observed in the other MDR cell line, K562/VBL, which also expressed *MDR1*/P-gp at high levels similar to K562/ADM (Figure 3D; Figure S1), suggesting a common phenomenon in MDR leukemia cells in which *MDR1* gene expression is negatively correlated with miR-381 and/or miR-495 expression levels.

### MiR-381 and miR-495 expression is negatively correlated with MDR1/ P-gp expression and function

The functional importance of miR-381 and miR-495 in relation to *MDR1*/P-gp expression was evaluated by manipulating their levels using mimics and inhibitors of these miRs, with scrambled sequences as negative controls. As shown in Figure 4A, K562/ADM cells transfected with miR-381 and miR-495 mimics showed a 63% and 54% reduction in *MDR1* expression, respectively. In contrast, transfection with each inhibitor in the mimic-treated cells led to increased *MDR1* expression with no changes being observed in the negative control. Changes in P-gp protein expression in the transfected K562/ADM cells were confirmed by FACS analysis, and were consistent with the changes observed in mRNA expression (Figure 4B).

**Figure 4:**
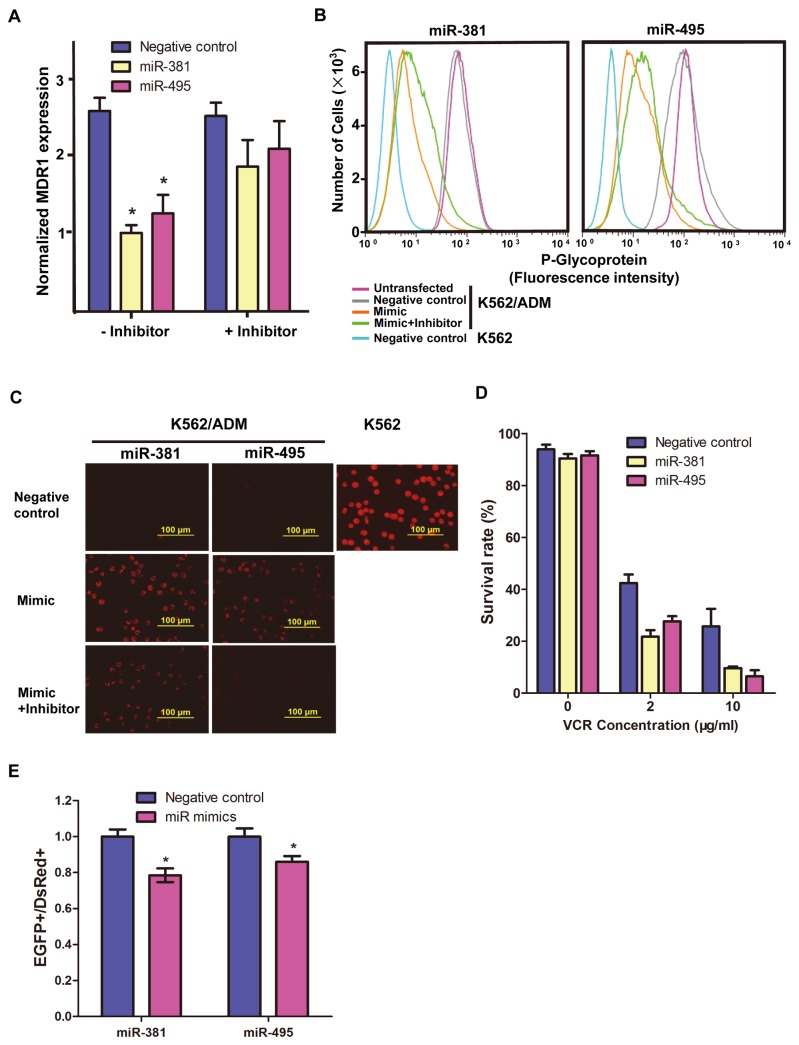
Functional analysis of miR-381 and miR-495 in K562/ADM cells. (A) After transfection of K562/ADM cells with mimics of miR-381, miR-495 or negative controls, or transfection with inhibitors in addition to mimics, MDR1 mRNA expression was determined by real-time PCR. Expression values were normalized to GAPDH and are shown as the mean ± SD of three independent experiments. * indicates a significant difference between the two groups of samples with p<0.05 calculated using a two-sample t-test. (B) FACS analysis showed the different levels of P-gp expression in K562 cells and K562/ADM cells without transfection, or transfected with scrambled sequences as negative controls or mimics alone or mimics plus inhibitors of miR-381 or miR-495. (C) Microscopy images of Rh123 accumulation in K562 and K562/ADM cells with different treatments. Each sample had a cell density of approximately 1×10^6^ cells/mL. (D) Cell survival rate after transfection with mimics of miRs in the presence of 0, 2 or 10 µg/mL VCR. Data is shown as the mean ± SD of three independent experiments. (E) Relative GFP fluorescence intensity compared to internal control DsRed was analyzed by FACS after co-transfection with mimics of miR-381 or miR-495 or negative control. * indicates a significant difference between the two groups of samples with p<0.05 calculated using a two-sample t-test.

We experienced difficulties in performing experiments with either the miR-381 or miR-495 inhibitors transfected into parental K562 cells. No obvious change in P-gp expression occurred when low concentrations of the inhibitor (100 nM) were used to transfect K562 cells. However, further increases in the concentrations of the inhibitors caused serious toxicity eventually leading to cell death (data not shown).

To further confirm the potential role of miR-381 or miR-495 in regulating P-gp expression, we assessed the membrane transporter activity of P-gp by observing intracellular Rh123 content using fluorescence inverted microscopy (Figure 4C). Rh123 accumulation was increased in K562/ADM cells treated with mimics of miR-381 or miR-495, but this accumulation was counteracted upon transfection with the inhibitors, indicating that the miRs could reverse the *MDR1*/P-gp expression and thus restore substrate accumulation.

Cytotoxicity of K562/ADM cells under treatment with Vincristine (VCR) was analyzed by counting the number of live cells using Muse™ Count and Viability kits. As shown in Figure 4D, in comparison to the negative control group, miR-495 or miR-381-transfected cells were more prone to cell death. In the treatment with 2 µg/mL VCR, the survival rate of miR transfected cells was approximately half that of control cells. A further increase of VCR concentration to 10 µg/mL led to a 60% and 75% reduction of survival rate in both miR-transfected cells compared with non-transfected cells, suggesting that the two miRs can potentially improve the efficiency of chemotherapy.

To further confirm that the changes in expression of miR-381 and miR-495 were associated with changes in expression of the MDR1 gene and the development of multi-drug resistance, we constructed a pEGFP-MDR1 3’UTR vector containing the 3’-untranslated region (UTR) segment of *MDR1*. By transiently introducing miR-381 or miR-495 mimics together with the pEGFP-MDR1 3’UTR and an internal control (pDsRed2-N1) for normalizing transfection efficiency into HCA2-hTERT, a human foreskin fibroblast cell line, we found that GFP expression decreased by approximately 20% in the presence of miR-381 or miR-495 (Figure 4E), proving that the two miRs can modulate expression of the MDR1 gene by targeting its 3'-UTR.

UTR reporter assays with other miRs, miR-376a and miR-369-3p, that have strongly reduced expression in K562/AMD cells but are not predicted to target the MDR1 gene were also performed. No obvious change in GFP expression was observed (Figure S2), further confirming that the expression of miR-381 and miR-495 is negatively correlated with MDR1 expression and function.

### A miR cluster on chromosome 14q32.31is down-regulated in K562/ADM cells

Both miR-381 and miR-495 were found to be located within a miR cluster spanning a distance of 20 kb in an imprinted region at chromosome location 14q32.31 based on the UCSC human genome assembly (GRCh37/hg19, February 2009, Figure 5A). 

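On GRCh37, MIR495 lies on chromosome 14 from 101500092 to 101500173, in an intron of the lncRNA gene MEG8, and MIR381 from 101512257 to 101512331, in an intron of the lncRNA gene MEG9. The 2 genes span 12.2 kb. MIR494 starts at 101495971 and MIR655 ends at 101515983, a span of 20.0 kb that holds both. The annotated cluster from MIR379 to MIR656 is wider, at 44.8 kb, from 101488366 to 101533138. MIR127 lies outside it, from 101349316 to 101349412, and ends 139.0 kb before MIR379.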

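Each of the 71 names on the list of the 14q32.31 cluster, names with an asterisk included, had a lower scaled value in K562/ADM, and 60 were called lower. The list leaves out miR-323b-3p and miR-323b-5p, whose gene lies between MIR379 and MIR656, and with them 61 of 73 names were called lower. The 11 names of the list that were not called had at most 7 reads in K562. The list took 2.91% of the reads in K562 (95% interval 2.90 to 2.92, Clopper-Pearson) and 0.0368% in K562/ADM (0.0354 to 0.0382). Over the 57 names with at least 10 reads the median log2 ratio was -6.07, or -5.45 with miRs without reads in K562/ADM set at a floor of 3 reads, below all of 10000 random lists matched on abundance, whose central 95% ran from -0.47 to 0.19. Of these 57 names, 21 are in Table 2, whose values had been seen, so the list is not independent evidence of its direction. MiR-379 was 67.1-fold lower (56.2 to 80.8), miR-376c 64.8-fold lower (52.2 to 81.4) and miR-655 39.9-fold lower (26.2 to 63.9). The 14q32.2 group, upstream of the cluster, had 18 of 19 names called lower and a median log2 ratio of -5.39, also below all random lists, or -4.64 with the same floor.

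**Figure D2:**
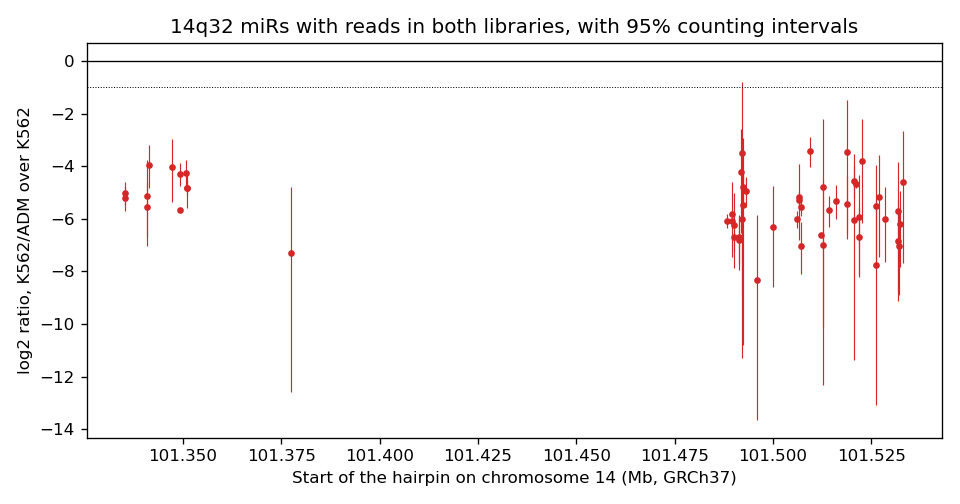
Log2 ratio of K562/ADM to K562 (y axis) against the start of the hairpin on chromosome 14 in Mb of GRCh37 (x axis). The names drawn are 14q32 miRs with a position there, at least 10 reads in total and reads in both libraries. MiR-376b, whose gene has no position in the annotation used, is left out. Points are names, bars are 95% counting intervals, the solid line is equality and the dotted line a 2-fold fall. All points drawn lie below the dotted line.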

All miRs within the cluster were down-regulated in K562/ADM cells according to our miRNAome profiling (Figure 5A and Table 2). Importantly, reduced expression of a number of other miRs in this region (including miR-494, miR-376c and miR-655 in addition to miR-381 and miR-495) was confirmed in K562/ADM cells by stem-loop real-time PCR analysis (Figures 3C and 5B).

**Figure 5:**
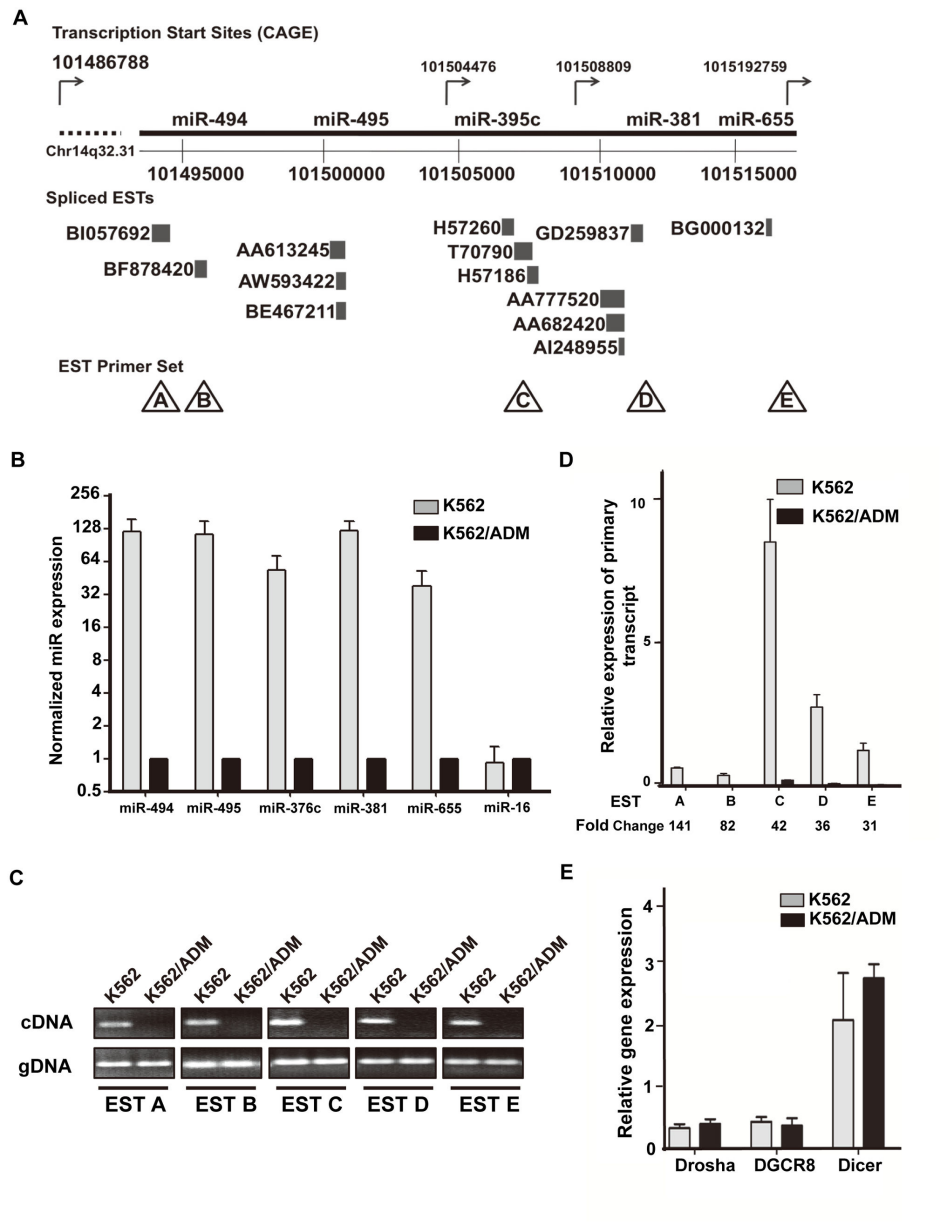
Expression of primary transcripts in the miR cluster on chromosome 14q32.31. (A) Schematic representation of known EST sites and selected miRs shown in UCSC genome browser (Human Feb. 2009 (GRCh37/hg19)) at chromosome region 14q32.31. EST primer sets A to E are indicated in triangles below each EST. Transcription start sites sourced from FANTOM CAGE tags are shown as arrows on the top of the 14q32.31 region. (B) Expression of selected miRs (miR-494, miR-495, miR-376c, miR-381 and miR-655) in K562 and K562/ADM cells was validated by stem-loop real-time PCR. The Ct values of these miRs were normalized to that of miR-425 whose level of expression was similar in the two cell lines. The relative expression of miR-494, miR-495, miR-376c, miR-381, miR-655 and miR-16 in K562/ADM cells was calculated. The results are shown as the mean ± SD of three independent experiments. (C) PCR products were resolved on a 2% agarose gel. (D) Expression of the primary transcripts in both K562 and K562/ADM was determined by RT-PCR using primers designed against ESTs A to E. The data were normalized to GAPDH. The results are shown as the mean ± SD of three independent experiments. Quantification of the change of expression level in K562/ADM cells relative to K562 cells is shown on the bottom. (E) Expression of three human RNA nuclease genes, Drosha, DGCR8 and Dicer, in both K562 and K562/ADM cells, was determined by real-time PCR. The expression values were normalized to GAPDH, and are shown as the mean ± SD of three independent experiments.

Interestingly, approximately 13 ESTs were identified, from the UCSC hg19 human genome assembly, in the surrounding region of the miR-495/miR-381 cluster. Some miRs overlap with the ESTs; for example, miR-495 matches part of the sequence of EST AA613245 and miR-655 maps to EST BG000132 (Figure 5A). To measure the expression of the primary transcripts for miR-381 and miR-495, primer sets designated A to E were designed based on the known sequences of the ESTs (Figure 5A and Table S6). Reverse transcriptase PCR products on 2% agarose gels showed decreased EST expression in K562/ADM cells. However, analysis of genomic DNA with the same primer sets showed that this genomic region was not deleted in the K562/ADM cells (Figure 5C), indicating that the loss of expression occurred at the level of expression of the primary transcripts across this genomic region. The real-time PCR results presented in Figure 5D show the expression levels of these ESTs in K562 and K562/ADM cells with Ct values normalized to GAPDH. All the ESTs displayed a clear reduction in expression in the MDR cells with fold changes of 141, 82, 42, 36 and 31-times for A, B, C, D and E respectively.

As can be seen in Figure 5D, all these ESTs had relatively large fold decreases in MDR cells. The results also suggest that ESTs A and B may be transcribed from the same primary transcript that is different from that for EST C, while ESTs D and E might be transcribed from yet another primary transcript. This hypothesis is consistent with the transcription start sites sourced from FANTOM cap analysis gene expression (CAGE) tags [25] depicted in Figure 5D. ESTs A and B may share a common TSS starting at chr14:101486788 and encode the primary transcript for miR-494 and miR-495; EST C and miR-376c may share the same TSS (chr14:101504476) while ESTs D and E together with miR-381 and miR-655 may be transcribed from chr14:101508809. Therefore, we conclude that miR-381 and miR-495 may be the products of two different primary transcripts.

Drosha, DGCR8 and Dicer are known to regulate the processing of primary transcripts encoding miRs into mature miRs in a stepwise manner. Thus, examining the expression of Drosha, DGCR8 and Dicer in K562 and K562/ADM cells was an essential step to determine whether the down-regulation of miR-381 and miR-495 was related to dysregulation of these endonucleases. Real-time PCR with primers designed to uniquely target Drosha, DGCR8 and Dicer was conducted to determine their mRNA expression (Figure 5E). There is no evidence of differential expression of these endonucleases between K562 and K562/ADM cells, which suggests that down-regulation of miR-381 and miR-495 was not related to changes in the miR processing system. Since both the mature and the pre-miRs are down-regulated but their processing system appears to be normally expressed, it is possible that these results derive from decreased expression of the primary transcripts encoding these miRs in MDR cells.

## Discussion

A number of studies have revealed that miRs play critical roles in the acquisition of MDR by cancer cells [14,15,26]. In our study, we obtained a genome-wide profile of drug-induced miRs in human leukemia K562 cells using next-generation sequencing and identified and validated two miRs, miR-381 and miR-495, that may play a role in regulating the *MDR1* gene in leukemia cells. These two miRs were strongly down-regulated in two MDR K562 cell lines derived by treatment with ADM and VBL respectively, which suggests the possibility of diagnostic or prognostic applications as well as constituting potentially novel targets for therapy. *MDR1*/P-gp expression can be altered, either directly or indirectly, by modulating the levels of miR-381 or miR-495 in K562/ADM cells, hence affecting the substrate efflux function of P-gp, demonstrating the capacity of miR treatment to increase drug uptake in MDR leukemia cells.

Although our knowledge of the biology of miRs has advanced rapidly in recent years, much of the focus has been on their processing, targeting and regulatory mechanisms. Less is known about miR precursors, especially their primary transcripts. In this study, we have shown that both the mature forms and precursors of miR-381 and miR-495 are down-regulated in K562/ADM cells (Figure 3C). Because of the decreased expression of nearby ESTs (Figure 5), we draw the conclusion that the dysregulation of mature miRs appears to occur at the level of the primary transcripts as suggested by previous research [27–30]. Furthermore, the different expression patterns of the ESTs examined here and the CAGE TSSs sourced from FANTOM [25] suggest that miR-381 and miR-495 originate from different primary transcripts both of which are decreased in expression.

MiR-381 and miR-495 are both located in a cluster of miRs grouped within a 20 kb genomic region located at chromosome region 14q32.31. There is limited information available on miR clusters in general, although between 30-50% of miR genes are found to occur in clusters in zebrafish, mouse and human [31–33]. Clustered miRs are predicted to be transcribed as polycistrons and to have similar expression patterns [34,35]. A large cluster containing 40 miRs is located in the ^~^1 Mb imprinted 14q32 domain in humans as predicted by Seitz et al. [38] and the candidate miR cluster down-regulated in K562/ADM cells in this study falls into this region. Thus our data indicate that these miRs may be regulated by a common mechanism and warrants further investigation.

Many miR genes are located in genomic regions that are involved in chromosomal deletions or amplifications in human cancers [36,37]. We found that expression of ESTs and miRs in chromosomal region 14q32.31 is down-regulated in K562/ADM cells, suggesting the existence of a chromosomal deletion, insertion or translocation resulting from anticancer drug treatment. However, PCR using genomic DNA indicated that this region was intact in K562/ADM cells, excluding the possibility of a large chromosomal deletion. It has been reported that chromosome 14q32 is an unstable locus, with frequent translocations in cancer. For example, a t(14,18) (q32; q21) chromosomal translocation has been characterized in over 60% of human follicular lymphomas [38]; 28% of adult T-cell leukemia/lymphomas display a chromosome 14q32 translocation [39] while 20% of childhood T-cell acute lymphoblastic leukemias have a t(5;14) (q35; q32) chromosomal translocation [40]. Hence, we speculate that a translocation might be the cause of the dysregulated miR cluster in MDR leukemia cells although we do not have direct evidence of this and the details of a possible deletion, insertion or translocation in this region of chromosome 14 have yet to be investigated. It is thought that chromosomal instability is also related to the DNA methylation and histone modification that plays a critical role in epigenetic silencing of genes [41]. Therefore, we propose the alternative hypothesis that this region could be subject to epigenetic regulation in MDR leukemia cells leading to repression of miR expression.

Another point worth noting is that miR-381, miR-495 and their clusters are located 40 kb downstream of clusters of small nucleolar RNA (snoRNAs). This is another class of small non-coding RNA molecules that primarily guide chemical modifications of other RNAs [42]. In the human genome, at least two snoRNA clusters belonging to the C/D box class of snoRNAs are found in tandem repeats within the imprinted loci at chromosome 14q32 and chromosome 15q11q13 [43,44]. Chromosome 14q32 contains 9 copies of SNORD113 and 31 copies of SNORD114 within the introns of a tissue-specific non-coding human MEG8 RNA transcript. The functional roles of these snoRNAs have yet to be investigated, although it has been suggested that they play a role in the evolution and/or the mechanism of epigenetic imprinting [43]. Interestingly, these snoRNA and the miR clusters mapped to the human genome in the same orientation. Furthermore, 23 out of a total of 41 snoRNAs located down-stream of SNORD113 and SNORD114 at chromosome region 14q32 were found to be significantly down-regulated in K562/ADM cells (data not shown), in agreement with the pattern of down-regulation of the miR cluster. Whether down-regulation of the snoRNA and miR clusters in K562/ADM cells is driven by a common mechanism remains to be determined.

As a therapeutic strategy to overcome MDR, the use of miR-381 and miR-495 may have some advantages over conventional chemical inhibitors because they are native molecules in normal human cells. Also, they are small hydrophilic molecules, and thus able to modulate the expression of P-gp in aqueous environments in contrast to chemical inhibitors that are usually hydrophobic and function in the lipid phase[45]. Another possible advantage of a miR-based therapy would be the ability of a single miR to influence multiple cellular pathways by targeting the 3’UTRs of hundreds of different mRNAs [46,47]. However, the ability to affect a broad range of targets might also be a double-edged sword since any biological pathways regulated by these target genes would be affected, if and when the expression of miR-381 or miR-495 is changed, and might cause unwanted side effects. Therefore we employed RT-PCR to examine changes in gene expression as a result of down-regulation of miR-381 or miR-495. Several genes including ZEB1, TET1, ARID4B, MECOM, ZFPM2, that have putative miR binding sites and that may be targets of both miR-381 and miR-495 were selected based on the microRNA.org database. We found no obvious changes in the expression of these genes after transfection compared with the *MDR1* gene which, as expected, showed significantly decreased expression (Figure S3, note: log scale on y-axis). A possible explanation could be that miR-381 and miR-495 primarily target the *MDR1* gene with the other genes listed above being minor targets. However, we have only tested the expression of a limited set of genes in this study and it is possible that we have gained an incomplete view of the effects of modulating intracellular miR-381 or miR-495 levels on the expression of a broader range of genes. It would be interesting to widen the scope and search for other affected genes in a future study.

In conclusion, miR-381 and miR-495 are located within a cluster of dozens of down-regulated miRs on chromosome 14q32.21 and may be functionally important in the development of MDR in K562/ADM and K562/VBL cells. The naturally unstable nature of the chromosome 14q32 region may contribute to dysregulation of the primary transcripts of miR-381 and miR-495, and thus lead to decreased expression of the mature miR-381, miR-495 and the surrounding cluster of miRs. Therapeutic intervention with either miR-381 or miR-495 targeting P-gp expression may be possible, but more evidence would be needed to support this proposal. Use of a miR-based therapy, in addition to conventional chemotherapeutic agents, could potentially provide a next-generation approach to treatment, and provide many benefits for cancer patients, particularly for those with leukemia.

## Supporting Information

Figure S1 **Phenotypes of parental and MDR K562 cells.** (A) Morphological changes after treatment of K562 cells with ADM or VBL. (B) mRNA expression of MDR1 in both K562 and K562/VBL cells was determined by real time PCR. Expression values were normalized to GAPDH, and are shown as the mean ± SD of three independent experiments. (C) P-gp expression in both K562 and K562/VBL cells was determined by FACS analysis and is shown in the histogram.
(TIF) Click here for additional data file.

Figure S2 **MDR1 3’-UTR target assay for miR-369-3p and miR-376a.** Relative GFP fluorescence intensity compared to internal control (DsRed) was analyzed by FACS after co-transfection with mimics of miR-369-3p, miR-376a or negative control. Both miR-369-3p and miR-376a show strongly reduced expression in K562/ADM cells and are not predicted to target the MDR1 gene.
(TIF) Click here for additional data file.

Figure S3 **Expression of genes targeted by miR-381 and/or miR-495.** Expression of representative genes targeted by both miR-381 and miR-495 in K562 cells and K562/ADM cells with or without transfection with miR mimics was determined by real time-PCR. Expression values were normalized to GAPDH, and are shown as the mean ± SD of three independent experiments.
(TIF) Click here for additional data file.

Table S1 **Primers to validate gene expression by real time PCR.**
(DOC) Click here for additional data file.

Table S2 **Primers to validate mature miRs by stem-loop real-time PCR.**
(DOC) Click here for additional data file.

Table S3 **Sequences of miR mimics.**
(DOC) Click here for additional data file.

Table S4 **Sequences of miR inhibitors.**
(DOC) Click here for additional data file.

Table S5 **Up-regulated miRs with >10-fold increase in expression in K562/ADM cells.**
(DOC) Click here for additional data file.

Table S6 **Primers to validate EST expression by real time PCR.**
(DOC) Click here for additional data file.

# Supplementary material for: Changes in the Expression of miR-381 and miR-495 Are Inversely Associated with the Expression of the MDR1 Gene and Development of Multi-Drug Resistance
**Source:** PLoS One. 2013 Nov 26;8(11):e82062. doi: 10.1371/journal.pone.0082062
**Supplement:** Table S1 — Primers to validate gene expression by real time PCR.

Table S1. Primers to validate gene expression by real time PCR.

| **Primers** | **Sequences (5’→3’)** |
| --- | --- |
| GAPDH For | TGGTATGACAACGAATTTGG |
| GAPDH Rev | TCTACATGGCAACTGTGAGG |
| MDR1 For | CCCATCATTGCAATAGCAGG |
| MDR1 Rev | GTTCAAACTTCTGCTCCTGA |
| Drosha For | CATGCACCAGATTCTCCTGTA |
| Drosha Rev | GTCTCCTGCATAACTCAACTG |
| DGCR8 For | TATCAGATCCTCCACGAGTG |
| DGCR8 Rev | TCTTGGAGCTTGCTGAGGAT |
| Dicer For | GTACGACTACCACAAGTACTTC |
| Dicer Rev | ATAGTACACCTGCCAGACTGT |
| ZEB1 For | CAGGTTGCTCCTTCTTCCTG |
| ZEB1 Rev | TGCAGGAGCTGAGAGTCAGA |
| Tet1 For | CACACCAGCTCCACTGAAGA |
| Tet1 Rev | TCCATCACAGGAGCAGACAG |
| ARID4B For | ACTGCACAGTGGCACAAAAA |
| ARID4B Rev | CCAGACACACAATTCCCAGA |
| ZFPM2 For | TGCTGGACTATCACGAGTGC |
| ZFPM2 Rev | GGTTGCTAGGTGGGATGAAA |
| CD9 For | TCAGCTTACATCCCTGAGCA |
| CD9 Rev | AAACCAAAGCAAACCAAACC |

# Supplementary material for: Changes in the Expression of miR-381 and miR-495 Are Inversely Associated with the Expression of the MDR1 Gene and Development of Multi-Drug Resistance
**Source:** PLoS One. 2013 Nov 26;8(11):e82062. doi: 10.1371/journal.pone.0082062
**Supplement:** Table S2 — Primers to validate mature miRs by stem-loop real-time PCR.

Table S2. Primers to validate mature miRs by stem-loop real-time PCR.

| **Primers** | **Sequences (5’→3’)** |
| --- | --- |
| SL-miR-494 | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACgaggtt |
| SL-miR-495 | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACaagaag |
| SL-miR-376c | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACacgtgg |
| SL-miR-381 | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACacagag |
| SL-miR-655 | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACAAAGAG |
| SL-miR-425 | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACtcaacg |
| SL-miR-16 | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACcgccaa |
| SL-miR-494 For | ggggTGAAACATACACGGGA |
| SL-miR-495 For | ggggAAACAAACATGGTGCA |
| SL-miR-376c For | ggggAACATAGAGGAAATTC |
| SL-miR-381 For | ggggTATACAAGGGCAAGCT |
| SL-miR-655 For | GGGGATAATACATGGTTAAC |
| SL-miR-425 For | ggggAATGACACGATCACTCC |
| SL-miR-16 For | ggggTAGCAGCACGTAAATA |
| Universal Rev | GTGCAGGGTCCGAGGT |

# Supplementary material for: Changes in the Expression of miR-381 and miR-495 Are Inversely Associated with the Expression of the MDR1 Gene and Development of Multi-Drug Resistance
**Source:** PLoS One. 2013 Nov 26;8(11):e82062. doi: 10.1371/journal.pone.0082062
**Supplement:** Table S3 — Sequences of miR mimics.

Table S3. Sequences of miR mimics.

| **miR ID** | **Sequences** | |
| --- | --- | --- |
| **Sense (5’→3’)** | **Antisense (5’→3’)** |
| hsa-miR-381 mimics | UAUACAAGGGCAAGCUCUCUGU | AGAGAGCUUGCCCUUGUAUAUU |
| hsa-miR-495 mimics | AAACAAACAUGGUGCACUUCUU | GAAGUGCACCAUGUUUGUUUUU |
| hsa-miR-369-3p mimics | AAUAAUACAUGGUUGAUCUUU | AGAUCAACCAUGUAUUAUUUU |
| hsa-miR-376a mimics | AUCAUAGAGGAAAAUCCACGU | GUGGAUUUUCCUCUAUGAUUU |
| Negative control | UUCUCCGAACGUGUCACGUTT | ACGUGACACGUUCGGAGAATT |

# Supplementary material for: Changes in the Expression of miR-381 and miR-495 Are Inversely Associated with the Expression of the MDR1 Gene and Development of Multi-Drug Resistance
**Source:** PLoS One. 2013 Nov 26;8(11):e82062. doi: 10.1371/journal.pone.0082062
**Supplement:** Table S4 — Sequences of miR inhibitors.

Table S4. Sequences of miR inhibitors.

| **Mir ID** | **Sequences (5’→3’)** |
| --- | --- |
| hsa-miR-381 inhibitor | ACAGAGAGCUUGCCCUUGUAUA |
| hsa-miR-495 inhibitor | AAGAAGUGCACCAUGUUUGUUU |
| Negative control | CAGUACUUUUGUGUAGUACAA |

# Supplementary material for: Changes in the Expression of miR-381 and miR-495 Are Inversely Associated with the Expression of the MDR1 Gene and Development of Multi-Drug Resistance
**Source:** PLoS One. 2013 Nov 26;8(11):e82062. doi: 10.1371/journal.pone.0082062
**Supplement:** Table S5 — Up-regulated miRs with >10-fold increase in expression in K562/ADM cells.

Table S5. Up-regulated miRs with >10-fold increase in expression in K562/ADM cells.

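The 18 miRs of Table S5 were each higher in K562/ADM with an interval wholly above 2-fold, but the reads behind them differed. MiR-375, miR-3681, miR-184, miR-135b and miR-146a had over 100 reads in K562, and miR-146a, a miR of the innate immune response, was 10.1-fold higher (95% interval 8.86 to 11.7). For 8 miRs there were 1 or 2 reads in K562. MiR-514 had 1 read against 68, a ratio of 83.3 (14.5 to 3337), and mir-383* 1 read against 12, a ratio of 14.7 (2.17 to 628). The lower bound of the interval was above 10-fold for 7 of the 18. In the authors' deposited table, 14 of the 18 had an unadjusted p-value under 0.05.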

| **miR ID** | **Normalized reads** | | **P value** | **Fold change (up-regulation)** |
| --- | --- | --- | --- | --- |
| **K562** | **K562/ADM** |
| hsa-miR-584 | 6.325574148 | 687.2103462 | 0.00183258 | 109 |
| hsa-miR-514 | 0.90365345 | 75.25008622 | 0.00444475 | 83 |
| hsa-miR-3681* | 1.807306899 | 56.43756466 | 0.01775992 | 31 |
| hsa-miR-488 | 0.90365345 | 27.66547287 | 0.02484657 | 31 |
| hsa-miR-1269 | 0.90365345 | 25.45223504 | 0.02840621 | 28 |
| hsa-miR-3117 | 29.82056384 | 663.971349 | 0.01764223 | 22 |
| hsa-miR-375 | 177.1160761 | 3887.552248 | 0.01067047 | 22 |
| hsa-miR-202* | 3.614613799 | 78.56994296 | 0.02307016 | 22 |
| hsa-miR-508-3p | 1.807306899 | 37.62504311 | 0.03528011 | 21 |
| hsa-miR-3681 | 328.9298557 | 6119.6026 | 0.01061964 | 19 |
| hsa-mir-383* | 0.90365345 | 13.27942698 | 0.07402589 | 15 |
| hsa-miR-184 | 226.8170159 | 2940.286457 | 0.02985391 | 13 |
| hsa-miR-135b | 150.9101261 | 1846.946969 | 0.03823105 | 12 |
| hsa-miR-149 | 9.036534497 | 105.1287969 | 0.04506416 | 12 |
| hsa-miR-509-3p | 1.807306899 | 19.91914047 | 0.09348999 | 11 |
| hsa-miR-489 | 3.614613799 | 37.62504311 | 0.07426698 | 10 |
| hsa-miR-338-3p | 1.807306899 | 18.81252155 | 0.10127334 | 10 |
| hsa-miR-146a | 215.069521 | 2181.145881 | 0.04864756 | 10 |

# Supplementary material for: Changes in the Expression of miR-381 and miR-495 Are Inversely Associated with the Expression of the MDR1 Gene and Development of Multi-Drug Resistance
**Source:** PLoS One. 2013 Nov 26;8(11):e82062. doi: 10.1371/journal.pone.0082062
**Supplement:** Table S6 — Primers to validate EST expression by real time PCR.

Table S6. Primers to validate EST expression by real time PCR.

| **Primers** | **Sequences (5’→3’)** |
| --- | --- |
| EST-A For | ATGCCCTGGACAGATAGTGC |
| EST-A Rev | TGGCATGACATCAAGGATTC |
| EST-B For | AGAAGATGTGGGAGGACGTG |
| EST-B Rev | GGCAGGATTTGAAACCAAA |
| EST-C For | GTGTGGATGGTTGACCACAG |
| EST-C Rev | GGTAGGCCCTTTTTGCTAGG |
| EST-D For | GTGTCAACGGCTCTGTGAGA |
| EST-D Rev | CACCATCTCCTTCCCAGTGT |
| EST-E For | AGAGGCCATGGTTTTCGTTT |
| EST-E Rev | CGAGGCAGAGTCTGATATTCAA |

How the deposited data were processed for this re-analysis (not part of the article)

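Small RNA libraries of K562 and K562/ADM cells, 1 of each, were compared. The authors mapped the reads to mature miRs with Bowtie in miRanalyzer, and the submitters' processing notes also list CASAVA 1.7.0, DESeq and the build hg18, while the paper gives hg19 for its chromosome map. The deposited signal is the read count divided by the size factor of the library. The deposited fold is the ratio of K562/ADM to K562, although its heading names the libraries in the other order, and it equals the ratio of the deposited values within 0.001 of its value for all 709 names with reads in both. The deposited log2 column is the log2 of that fold. The p-values in the deposited table were made by the authors with DESeq from unreplicated libraries, and were only copied.

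Whole reads were recovered by dividing each column by its smallest value above 0, and 100% of the values came out whole within 0.001. The totals were 7677738 and 6895193 reads. Size factors were recomputed by the median of ratios. The ratio of each miR was given an exact 95% interval from the binomial distribution of its reads between the libraries, and the intervals of 409 of 934 names excluded 1. A replicated count model could not be fitted, since 1 library per cell line leaves no residual degrees of freedom, and no p-value across miRs was computed. A miR without reads in 1 library has a ratio with no limit, which counts as past every fold limit in the calls, and its fold is given as a bound against a floor of 3 reads in that library, which leaves out the counting error of the other library. With the floor, 144 names in place of 146 were at least 2-fold lower.

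MiRs were grouped in lists chosen before the data were examined: the 14q32.31 cluster and its 3 parts, the 14q32.2 group, chromosome 14 outside the imprinted domain, miR clusters and families, and miRs typical of other cell types. List medians used names with at least 10 reads in both libraries together and were ranked among 10000 random lists drawn within 10 bins of abundance. The miRs named are those the paper names, whose values in Table 2 and Table S5 had been seen, the 10 largest falls and rises outside 14q32 with at least 50 reads, the 10 most abundant of each library and up to 4 members of each list. Names were matched through RefSeq gene synonyms of GRCh38.p14, and positions were taken from GENCODE on GRCh37. Of the 934 names 26 were not matched.

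The alternatives were other scalings (total counts, TMM, upper quartile, median of ratios without 14q32, miR-425), read minimums, calls by fold alone or by the whole interval, 1 added to the scaled values, and the more abundant arm of each hairpin. On simulated K562 and K562/ADM libraries of 934 miRs, of which 200 were changed 8-fold, 93.7% of the intervals held the true ratio, 100% of the changed miRs were called in the right direction and 0.752% of the others were called. These rates check the procedure on simulated counts. They are not error rates of the calls made here, since the noise between the real libraries is not known. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16 (for TMM and upper-quartile factors) were used.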

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

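The tests of explanations in the next 3 paragraphs were chosen after the values had been seen. The 14q32 lists and the scalings used in them had been set before the data were examined.

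The 14q32 miRs were lower in K562/ADM as a group, including names that the paper does not report. Of the 14q32.2 group, Table 2 of the paper lists miR-127-3p alone. The 14q32.2 group had a median log2 ratio of -5.39 (-4.64 with miRs without reads in K562/ADM at a floor of 3 reads), and 27 names with an asterisk from 14q32 were lower, 11 of them spelled miR and 16 spelled mir. Scaling of the libraries is argued against as the whole cause, since the cluster median was -5.33 under the scaling that brought it nearest to 0. Loss of all copies of chromosome 14 is argued against by its 12 other names with at least 10 reads, whose median was -0.38 (interval -1.63 to 0.53). Loss of a single copy that carried the active alleles of the imprinted domain cannot be decided, since that interval also holds a 2-fold fall. A reduced activity of the imprinted domain in the resistant line stays open as a hypothesis that was not tested here, and with 1 library of each line neither was a difference between libraries. The paper's stem-loop PCR also gives lower miR-381 and miR-495 in K562/ADM and in the separately derived K562/VBL line. In K562/ADM the same method gives lower miR-494, miR-376c and miR-655. The paper also reports lower ESTs of the region in K562/ADM, while its PCR on genomic DNA found the region not deleted.

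A small number of 14q32 reads remained in K562/ADM. If they were carry-over from K562 at 1 rate, the members should stand at 1 share of their K562 level, but the 21 members with at least 1000 reads in K562 ranged from 0.77% to 5.08%. Their SD on the log2 scale, 0.79, was 1.38 times that of a single arm (0.57). The latter is the SD of 0.80 between both arms of hairpins elsewhere divided by the square root of 2. It takes in noise between libraries and any change in arm use. Carried-over reads would add counting error only, so this SD ratio cannot decide on them. For the members with the most K562 reads, the 95% counting intervals of these shares did not overlap. The shares were 1.02% (0.97 to 1.08) for miR-381, 1.965% (1.87 to 2.06) for miR-127-3p, 3.89% (3.54 to 4.27) for miR-134 and 1.47% (1.23 to 1.75) for miR-411. These values argue against reads carried over at 1 rate as the whole source, for these members. For cells or RNA mixed in before library preparation, the SD ratio is too close to decide. Such carry-over and low remaining expression cannot be told apart, because the noise between single libraries is not known.

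Of the 88 names with an asterisk outside 14q32 and with at least 50 reads, 20 were lower, 8 higher and 60 not called, with a median log2 ratio of -0.29, which was 0.46 under upper-quartile scaling and negative under the others. Low abundance alone is argued against for the 88 names together, since that median stood at percentile 0.14 of lists matched on abundance. For the 62 spelled miR or let-7, the passenger strands, it stays open, since their median of -0.20 stood at percentile 2.67, inside the central 95%. The 26 spelled mir had a median of -0.48 (percentile 0.865), and a difference between the spellings was not tested. Both strands had at least 50 reads in 50 hairpins outside 14q32. The strand with an asterisk had the lower ratio in 36 of these, with a median log2 difference of -0.34. This pairing was not matched on abundance, so it cannot decide on low abundance. No biological explanation was tested.

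Several miRs that the paper does not report had reads in K562/ADM and none in K562, above what 0 reads allows. MiR-935 had 38 reads, miR-504 27, miR-653 19, miR-3923 11, and miR-520c-3p and miR-512-3p of the chromosome 19 cluster 17 and 10. Against a floor of 3 reads in K562, miR-520c-3p was at least 6.94-fold higher and miR-512-3p at least 4.08-fold higher, which leaves out the counting error in K562/ADM. The lower limits of the exact intervals were 5.05-fold and 2.74-fold.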

How the results depend on the processing

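The direction of the 14q32.31 cluster median, of its 3 part medians and of the folds of miR-381 and miR-495 was the same under every alternative run. Of the recomputed values of the main results, 83 stayed within the limits of the main value and 42 moved. Folds here are K562 over K562/ADM. Under total-count scaling the folds of miR-381, miR-425 and miR-16 were 107.5, 1.012 and 0.744, without 14q32 in the median of ratios 105.1, 0.990 and 0.727, and under scaling to miR-425 106.2 and 0.735 for miR-381 and miR-16. Upper-quartile scaling gave 95 lower and 223 higher names, 60% of the lower ones in the cluster, 50 over 10-fold higher, 31 over 50-fold lower, a cluster median of -5.33, part medians of -5.55 (part 1) and -5.30 (part 3), and folds of 58.4, 0.550 and 0.404. A minimum of 50 reads gave 62 higher, 11 over 10-fold higher and 31 over 50-fold lower. Fold alone gave 275 lower, 236 higher, 25.8% in the cluster, 124 over 10-fold higher and 146 over 50-fold lower. The whole interval gave 61 higher, 53.9% in the cluster, 8 over 10-fold higher and 10 over 50-fold lower. With 1 added, 23 were over 50-fold lower, and the cluster, part 1 and part 3 medians were -5.19, -5.08 and -5.19. Names without an asterisk, chosen after seeing the data, gave 89 lower, 91 higher and 30 over 50-fold lower. Fewer names were tested, but the lower names fell from 146 and the higher ones only from 104, so the excess of lower names was lost. Names without reads in 1 library taken at a floor of 3 reads, also chosen after seeing the data, left 28 over 50-fold lower and gave cluster, part 1 and part 3 medians of -5.45, -5.65 and -5.32, since the floor limits each ratio. At least 10 reads left 372 miRs detected in K562/ADM. For the scalings the cause was not tested. MiRs with few reads have wide intervals. No paired analysis was possible because there is 1 library of each cell line, and for the same reason no library could be left out.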

Differences from the paper's values

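The ratio was past 50-fold lower, with an interval that excluded 1, for 51 names, of which 24 have no reads in K562/ADM and so no limit to their ratio, while Table 2 of the paper lists 22. The interval is a condition that the paper's text does not name. Taking those names at a floor of 3 reads, an alternative chosen after seeing the values, leaves 28, within 1.5 times of the paper's number, and drops none of the paper's miRs. Of the alternatives set before the data were examined, a minimum of 50 reads (31), upper-quartile scaling (31) and 1 added to both scaled values (23) fall within 1.5 times of the paper's number and leave out 0, 13 and 4 of the paper's 22 miRs, and total-count scaling (59), TMM (51), the median of ratios without 14q32 (58), scaling to miR-425 (58), a minimum of 10 reads (46), fold alone (146) and the whole interval beyond the limit (10) do not. Names without an asterisk and with reads in both libraries number 22, a restriction chosen after seeing the values, and the folds of the 22 listed miRs all equal the paper's after rounding.

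The ratio was past 10-fold higher, again with an interval that excluded 1, for 29 names, of which 11 have no reads in K562, while the paper's Table S5 lists 18. The same floor, chosen after seeing the values, leaves 20 and drops none of the paper's miRs. Total-count scaling, the median of ratios without 14q32, scaling to miR-425, a minimum of 10 reads and 1 added to both scaled values fall within 1.5 times of the paper's number and leave out 3, 3, 3, 0 and 4 of the paper's 18 miRs, and TMM (29), upper-quartile scaling (50), a minimum of 50 reads (11), fold alone (124) and the whole interval beyond the limit (8) do not. Names with reads in both libraries number 18, a restriction chosen after seeing the values, and the folds of the 18 listed miRs all equal the paper's after rounding.

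The paper gives about 14 lowered miRs as predicted by microRNA.org and TargetScan to target MDR1, without a list of them in its text. Of the 14 names drawn in Fig. 3A, read by eye, 2 were called lower here, and this number was 2 under each other scaling. The call requires a 2-fold fall and an interval that excludes 1, while the paper's text gives no fold limit for its number. Without any limit, 7 of the 12 names with reads had a ratio above 1. The paper's number and those from Fig. 3A are not shown to count the same set, since Fig. 3A shows microRNA.org alone. It also leaves out miR-485-3p, which the paper counts among its lowered miRs and which was lower here too. The paper places the miRs of Table 2 at 14q32.31. Among them, miR-127-3p comes from a gene 139.0 kb before the start of the cluster from MIR379 to MIR656. Chromosome bands were not assigned by position here, and 14q32.2 serves only as the name of a list. The distance therefore does not contradict the band that the paper gives.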

Other observations

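Outside 14q32, the lists in this paragraph had medians inside the central 95% of random lists, except the miR-17-92 cluster, which lay below it. The random lists could draw 14q32 names, which pulls them down and can hide a low median. No adjustment was made for the number of lists. The miR-106a-363 cluster had too few reads to rank. Of the erythroid miRs, 0 of 6 names were called, and the median log2 ratio was -0.30 (percentile 20.7 of random lists); miR-451 had a ratio of 0.793 (95% interval 0.779 to 0.808). Of the lympho-myeloid miRs 1 was lower and 1 higher among 8, with a median of 0.18 (percentile 69.0). The miR-17-92 cluster, which promotes growth in blood cancers, had 5 lower and 0 higher of 17 names. Its median was -0.85 (percentile 0.745). These names share a cluster and include both arms of hairpins, so they can move together. The percentile can therefore overstate how unusual the list is. The lower names include miR-19a and, with an asterisk, miR-19b-1* and miR-20a*. MiR-92a, with a ratio of 0.513 (0.508 to 0.518), was not called. The related miR-106b-25 cluster had 2 lower of 7 and a median of -0.65 (percentile 8.78), and none of 5 names of the miR-106a-363 cluster was called. Let-7 had 2 lower and 1 higher of 16 (median -0.04, percentile 51.9), miR-181 1 lower and 2 higher of 6 (-0.16, percentile 56.1), miR-30 0 called of 12 (-0.36, percentile 19.7), miR-221 and miR-222 0 of 4 (-0.39, percentile 41.3) and miR-183-96-182 0 of 7 (-0.02, percentile 50.8). Upper-quartile scaling adds 0.74 to each median, and with at least 50 reads the medians of let-7 and miR-183-96-182 were above 0, at 0.09 and 0.54.

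Medians above the central 95% of random lists were found for the miR-15/16 family, the neural list and the Xq27.3 group from miR-506 to miR-514. The chromosome 19 cluster C19MC joined them only without a floor, and the number of lists was not adjusted for. The random lists could draw 14q32 names, which pulls them down, to a lower limit of -6.33 for miR-221 and miR-222. This favours medians above 0. The upper limits were 0.65 for the miR-15/16 family and 1.27 for the neural list. Their medians of 0.68 and 1.29 passed these so narrowly that their place outside the central 95% cannot be decided. The miR-15/16 family had 3 higher of 12 names and a median of 0.68 (percentile 97.8), with miR-195 3.38-fold higher (2.75 to 4.18). MiR-23-27-24 had 2 higher of 12 (0.22, percentile 79.7), miR-29 2 of 7 (0.60, percentile 90.1) and miR-34 2 of 4 (2.12, percentile 94.7). MiRs typical of mesenchymal cells had 3 higher of 9 (1.32, percentile 97.0), with miR-143 7.68-fold higher (6.62 to 8.95) and miR-145 rising from 3045 to 6211 reads. Those of neural cells had 2 higher of 7 (1.29, percentile 97.8, or 0.70 with at least 50 reads), with miR-9 2.75-fold higher (2.67 to 2.82). Those of muscle and liver had 1 higher of 6 (1.06, percentile 80.2), and those of epithelial cells 1 lower and 1 higher of 10 (0.22, percentile 71.0). Of the Xq27.3 group from miR-506 to miR-514, 3 of 4 names were higher, with a median of 4.38 (percentile 99.4). These 3 names make up that median and are all in Table S5, whose values had been seen, so its place among random lists was fixed beforehand and is not evidence. C19MC had 2 higher of 14 names, with 1 read in K562 and 42 in K562/ADM. Its median rests on these 2 names, both without reads in K562, and has no limit (percentile 99.9). At the floor of 3 reads it is 2.41, inside the central 95% of random lists taken at the same floor (percentile 96.7), an alternative chosen after seeing the data. The Xq27.3 miR-888 group and the group of miR-302 and miR-367 had 0 reads in K562 and 8 in K562/ADM each. For their summed reads the interval of the ratio had a lower limit of 2.09 in each. The group from miR-371 to miR-373 had 6 and 2 reads. No single name of these groups was called. The list of chromosome 14 outside the imprinted domain had 4 lower of 10 and a median of -0.61 (percentile 16.0).

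The 3 parts of the 14q32.31 cluster, divided at the transcription starts that the paper proposes, had median log2 ratios of -6.29, -5.70 and -6.05, each below all random lists, or -5.65, -5.42 and -5.32 with zeros at the floor. Both arms of 126 hairpins had at least 10 reads, and the log2 ratios of the arms differed with an SD of 0.89. In the first 611 nt of the MDR1 3'-UTR there were 0 matches to positions 2 to 7 of miR-369-3p and 0 of miR-376a.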
